# Transcriptome RNA Sequencing Data Set of Differential Gene Expression in Escherichia coli BW25113 Wild-Type and *slyA* Mutant Strains

**DOI:** 10.1128/MRA.00294-21

**Published:** 2021-05-13

**Authors:** Olabisi Ojo, Derrick Scott, Bamidele Iwalokun, Babatunde Odetoyin, Anne Grove

## Abstract

Escherichia coli laboratory strains remain instrumental for the development of tools and techniques in molecular microbiology. The transcriptional regulator SlyA, associated with host-derived oxidative stress, antibiotic resistance, and virulence, is prominent in *Enterobacteriaceae*. Here, we announce a transcriptome data set detailing the global gene expression in E. coli BW25113 and its *slyA* mutant.

## Abstract (precis)

Escherichia coli laboratory strains remain instrumental for the development of tools and techniques in molecular microbiology. The transcriptional regulator SlyA, associated with host-derived oxidative stress, antibiotic resistance, and virulence, is prominent in *Enterobacteriaceae*. Here, we announce a transcriptome data set detailing the global gene expression in E. coli BW25113 and its *sly*A mutant.

## ANNOUNCEMENT

Laboratory strains of Escherichia coli K-12 have been instrumental in the development of molecular tools and techniques in microbiology. Ecological evolutionary developmental biology has revealed remarkable diversity among E. coli strains, especially in the post-genomic era (1). The E. coli K-12-derived strain BW25113 became the parent strain for the Keio collection, a major resource consisting of about 4,000 single-gene deletion mutants (2, 3). However, the complete genome sequence for strain BW25113 remained unavailable until 2014 (4).

The transcriptional regulator SlyA, a member of the multiple antibiotic resistance regulator (MarR) transcription factor family, is often associated with bacterial responses to host-derived oxidative stress, antibiotic resistance, and virulence (5). Previous work has shown that SlyA directly activates the expression of two genes in E. coli K-12 (*hlyE* and *fimB*) by antagonizing H-NS repression, a countersilencing mechanism also reported for other members of *Enterobacteriaceae* (6–8). Microarray-based gene expression profiling of chemostat cultures of an E. coli K-12 MG1655 *slyA* mutant showed no significant differences in transcript abundance compared to wild-type cells, likely because of very low *slyA* expression in wild-type cells, whereas overproduction of SlyA resulted in the identification of additional SlyA targets (6). Here, we present a transcriptome RNA sequencing data set for E. coli BW25113 and its *slyA* mutant.

E. coli BW25113 (wild type) and the *slyA* mutant JW5267-1 were obtained from the Yale University E. coli Genetic Resources Coli Genetic Stock Center (9). The wild-type strain is designated F^−^, Δ(*araD*-*araB*)567, Δ*lacZ*4787(::*rrnB*-3), λ-, *rph-1*; Δ(*rhaD*-*rhaB*)568, *hsdR*514, while the *slyA* mutant is designated F^−^, Δ(*araD*-*araB*)567, Δ*lacZ*4787(::*rrnB*-3), λ^−^, Δ*slyA*720::kan, *rph-1*, Δ(*rhaD*-*rhaB*)568, *hsdR*514. 

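The *slyA* mutant carries a kanamycin resistance cassette in place of *slyA*, and the other designated alleles are those of its parent strain. In the RefSeq gene table of the K-12 strain MG1655 (assembly ASM584v2), *slyA* is a protein-coding gene between *slyB* and *ydhI*. In the same table, *hlyE* lies between *ycgN* and *umuD*, and *fimB* lies between *nanC* and *fimE*. The deposited files list features by BW25113 locus tag and do not pair the tags with gene names. Of the 121 listed tags, 0 matched the MG1655 table. By the order of the tags, a match described below, 104 of the 121 lie at tRNA or rRNA positions. The protein-coding genes *slyA*, *hlyE* and *fimB* may therefore have no line of their own. Their counts were not analysed here, and the deletion of *slyA* was not checked in the libraries.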

Duplicate biological replicates of each variant were grown to mid-log phase in Luria-Bertani (LB) broth at 37°C with orbital shaking at 200 rpm. 

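The deposited data were 16 count files, 8 for each genotype, with 4 files for each of 2 wild-type and 2 *slyA* mutant cultures. The sample labels give another growth condition from that of the methods, 16 h in nutrient broth, also at 37°C. The authors deposited, for each file, the number of reads counted on each of 121 features, without normalization. A further 5 lines, in the format of htseq-count, gave the reads on no feature, the ambiguous reads, the reads of low alignment quality, the reads not aligned and the reads aligned to more than 1 place. The paper's text does not name the counting program. It gives default parameters for all software. From 134 to 174 reads per file were counted on features in the wild type (median 155.5) and from 1 to 6 in the *slyA* mutant (median 2.5). All lines of a file summed to between 2571574 and 2879411 reads in the wild type (median 2718750.5) and between 1681297 and 2575495 in the *slyA* mutant (median 2130698.5). The 4 files of a wild-type culture showed no difference beyond the sampling noise over the few features with enough counts to test. These were 5 features in culture 1 (chi-square test, p = 0.355) and 6 in culture 2 (p = 0.258). The other features were not tested in this way. The 4 files of each wild-type culture were therefore summed and counted as 1 sample. The mutant counts were too few for this test, and the 4 files of each mutant culture were summed in the same way. The wild-type cultures showed no difference from each other beyond the sampling noise over 20 features (chi-square test, p = 0.853). Their split between reads on no feature and reads aligned to several places did differ (Fisher's exact test, p = 4.91e-06), but by little. Reads aligned to several places were 79.82% and 79.75% of the counted reads in wild-type cultures 1 and 2. The test takes the reads as independent, which fails if that line counts alignments. The wild-type cultures were kept as separate samples. The summed counts were compared with edgeR's quasi-likelihood test after TMM normalization and edgeR's filter on low counts. An exact two-sided permutation test of 2 cultures against 2 cannot give a p-value below 0.333.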

Total RNA was prepared using the RNeasy minikit and RNase-free DNase kit (Qiagen). RNA sequencing was performed by Applied Biological Materials (Richmond, BC, Canada). The RNA integrity was verified using an Agilent 2100 Bioanalyzer and the RNA 6000 Pico kit (Agilent). rRNA depletion was carried out using the NEBNext rRNA depletion kit (New England Biolabs). Libraries were generated using the TruSeq stranded mRNA low-throughput (LT) configuration (Illumina). Clustering of libraries was performed using the Illumina cBot system on the NextSeq 2000 (Illumina) sequencer. Sequencing (75-bp paired-end) was performed on the NextSeq 2000 (Illumina) sequencer. FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc) was used for quality control of the data. The Illumina-specific reads and adapters were removed using Trimmomatic (10). The reads were mapped to the E. coli BW25113 reference genome sequence (GenBank accession number CP009273) using STAR (11). Default parameters were used in all analytical software programs. The sequencing yielded 9.9 million to 13.7 million reads per sample with a mapping percentage that ranged from 79% to 85% (Table 1). 

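All lines of the count files summed to 10458970 and 11252880 reads in the wild-type cultures, for which Table 1 gives 11395529 and 12189402 reads. In the *slyA* mutant cultures the sums were 6953532 and 10028198, against 9908192 and 13782445 in Table 1. The sums were 92.0% ± 0.379 (SD, n = 2 cultures) of the reads in Table 1 in the wild type and 71.5% ± 1.83 (SD, n = 2) in the *slyA* mutant. The difference was larger than the spread between cultures, although the exact permutation test could only give p = 0.333. Reads aligned to more than 1 place were 73.4% ± 0.251 of the reads in Table 1 in the wild type and 71.5% ± 1.83 in the mutant, a difference close to the spread between the mutant cultures. Reads on no feature were 18.6% ± 0.128 in the wild type and 7.52e-05% ± 6.48e-06 in the mutant. In counts, these were 2109451 and 2278439 reads in the wild-type cultures and 7 and 11 reads in the mutant cultures. The line for reads not aligned was 0 in all 16 files. Table 1 gives a mapping percentage of 79 for both wild-type cultures, 82 for the first mutant culture and, weighted by reads, 83.7 for the second. The lines summed to 116% and 117% of these mapped reads in the wild-type cultures and to 85.6% and 86.9% in the mutant cultures. The deposited lines and the mapped reads of Table 1 are therefore not the same count. Whether the line for more than 1 place counts reads or alignments is not stated in the paper's text, and the percentages of this line and of the sums rest on it.

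**Figure D1:**
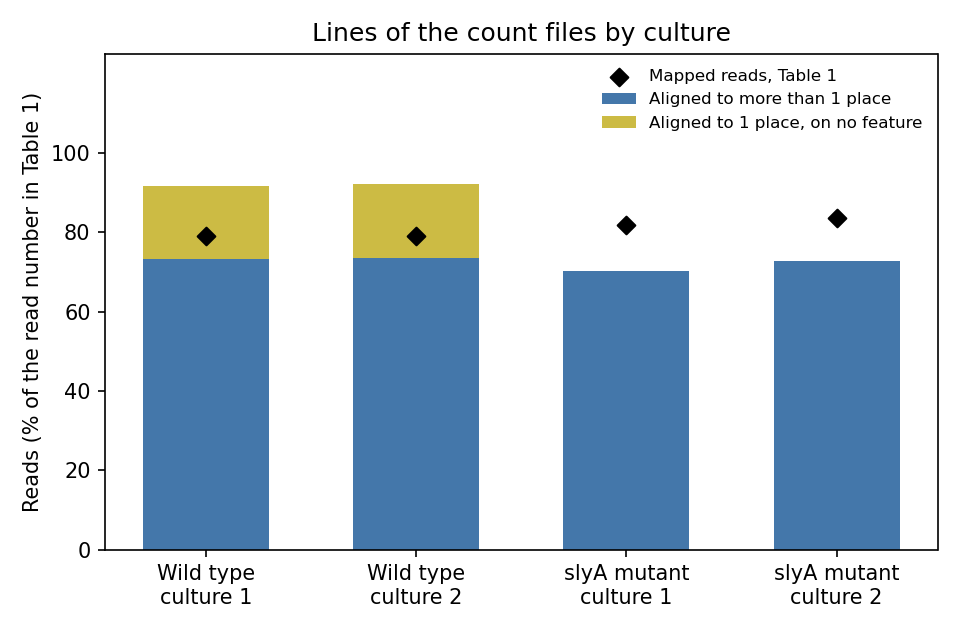
Reads aligned to more than 1 place and reads aligned to 1 place on no feature, stacked, as a percentage of the read number in Table 1, in each of the 4 cultures. Diamonds give the mapping percentage of Table 1. The second part of the bar is 18.5% and 18.7% in the wild-type cultures and too small to be seen in the mutant cultures.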

The analysis supports a previous microarray-based report from a similar E. coli strain, which showed no significant differences in transcript abundance compared to wild-type cells. This data set, with further analysis, incorporating a SlyA-overproducing strain, may facilitate the development of the Keio strain and its *slyA* mutant, which will aid in further understanding SlyA function in E. coli.

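Of the 121 features, 98 had at least 1 count in the wild type and 7 in the *slyA* mutant. The features held 592 and 645 counts in the wild-type cultures and 12 and 9 in the mutant cultures. Per 1000000 counted reads, this was 57.0 ± 0.507 (SD, n = 2 cultures) in the wild type and 1.31 ± 0.586 (SD, n = 2) in the mutant, a difference larger than the spread between cultures (exact permutation test, p = 0.333). The Wilson 95% intervals, which cover counting error only, were 52.2 to 61.3 and 53.1 to 61.9 per 1000000 in the wild-type cultures, and 0.987 to 3.02 and 0.472 to 1.71 in the mutant cultures. The filter on low counts left 8 features to test. It scales with the library size, so few counts were enough in a mutant culture. A feature with 6 and 6 wild-type and 6 and 3 mutant counts was kept. Another with 9 and 9 wild-type and 0 and 0 mutant counts was not. Of the 8, 6 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1 higher and 5 lower in the mutant. The higher feature was the one kept on its mutant counts. With the read totals of Table 1 as library sizes, 6 of 6 tested features passed, 0 higher and 6 lower, and 5 were shared with the first set. The 1 feature higher in the first set did not pass the filter there and was not tested. All features together held 52.4 counts per 1000000 reads of Table 1 in the wild type and 0.932 in the mutant. This scaling therefore favours lower calls. With no filter beyond 1 count, 0 of 98 features passed, and 11 had an unadjusted p-value under 0.05. With the culture number as a block, 2 of 8 features passed, 1 higher and 1 lower.
The feature BW25113_RS19520 had 6 and 6 counts in the wild-type cultures and 6 and 3 in the mutant cultures. Its log2 fold change was 2.69 relative to the other features (adjusted p = 0.000556, edgeR), and between 2.54 and 2.78 with each culture left out in turn. The TMM factors behind it, 0.442 and 0.497 in the wild type and 2.2 and 2.06 in the mutant, were estimated from the 8 tested features, with 12 and 6 counts in the mutant cultures. Its share of all feature counts was 1.01% and 0.930% in the wild-type cultures and 50% and 33.3% in the mutant cultures. Per 1000000 reads of Table 1, its pooled count was 0.509 in the wild type and 0.380 in the mutant. By culture it was 0.527 and 0.492 in the wild type and 0.606 and 0.218 in the mutant. The mutant cultures thus lay on both sides of the wild type, and the pooled values show no direction. A setting chosen after seeing the data used the Table 1 totals as library sizes and no filter. It gave a log2 fold change of -0.41 (adjusted p = 0.533, edgeR). The feature BW25113_RS01025 had 140 and 131 counts in the wild-type cultures and 0 in both mutant cultures. Its adjusted p-value was 0.0052 (edgeR), or 0.657 with the culture number as a block. With 3 counts as the limit that a count of 0 allows, the feature was at least 38.0-fold lower per 1000000 reads of Table 1. All features together fell by more on this scale, from 52.4 in the wild type to 0.932 in the mutant. The bound thus shows no decrease particular to this feature. As a share of feature counts the limit decided nothing within a culture, since 3 counts are 25.0% and 33.3% of the mutant feature counts and the wild-type shares were 23.6% and 20.3%. With the cultures of a genotype pooled, 271 of 1237 wild-type and 0 of 21 mutant feature counts differed (Fisher's exact test, p = 0.0125), which compares the libraries and not the genotypes. The feature BW25113_RS10320, with 60 and 67 counts against 0 and 0, was at least 17.8-fold lower per 1000000 reads of Table 1. This bound too was smaller than the drop of all features together. The adjusted p-value of BW25113_RS10320 was 0.00258 (edgeR), or 0.291 with the culture number as a block. Its wild-type shares of the feature counts, 10.1% and 10.4%, also lie below the limit in the mutant, and its pooled counts gave p = 0.259 (Fisher's exact test). In counts simulated at the deposited totals, 280 features were tested with edgeR, 59 of them given 8-fold changes. The test called 3 of these 59 and 11 unchanged features. Calls at this depth are therefore weak evidence. At 30000 counts per culture the edgeR test called 1416 of 1417 changed features.

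**Figure D2:**
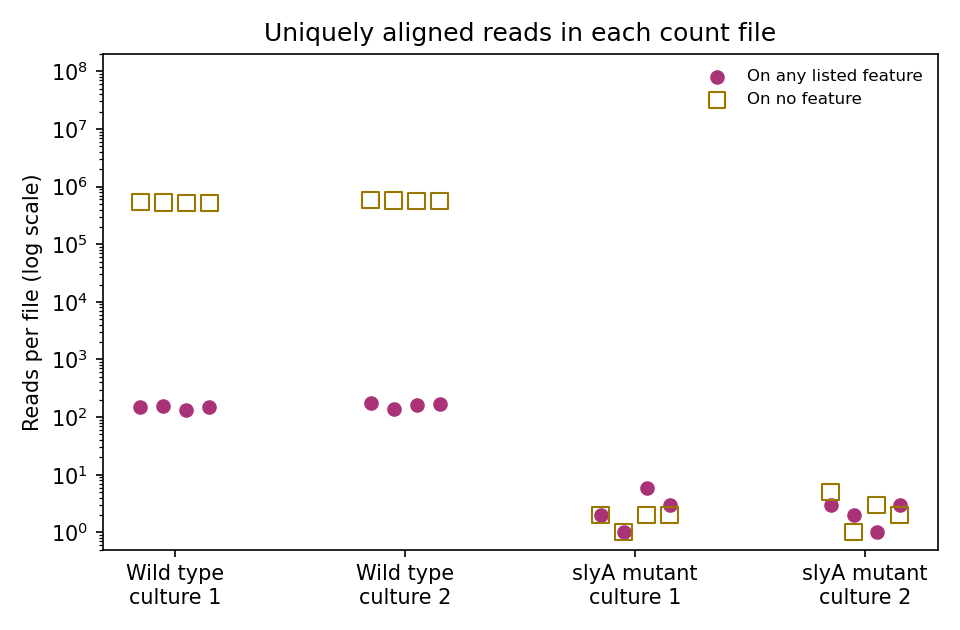
Reads on any of the 121 features (circles) and on no feature (open squares) in each of the 16 count files, on a log scale, by culture. Wild-type files hold at least 134 reads on features and 518325 on no feature, and mutant files at most 6 and 5.

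The paper names no test or threshold for differential expression in its text. It states that its analysis is in support of the earlier microarray report on a similar strain, in which the *slyA* mutant and wild-type cells did not differ significantly in transcript abundance.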

**TABLE 1:** Summary of E. coli BW25113 wild-type and *slyA* mutant strain transcriptome sequencing sample data

Sample description^*a*^	Corresponding SRA description	No. of reads	% mapped reads^*b*^	SRA accession no.	GEO accession no.^*c*^
ECWT1.1_rep1	ECWT1_1	2,888,920	79	SRX10348166	GSM5172890
ECWT1.1_rep2	ECWT1_2	2,864,261	79	SRX10348167	GSM5172891
ECWT1.1_rep3	ECWT1_3	2,803,942	79	SRX10348168	GSM5172892
ECWT1.1_rep4	ECWT1_4	2,838,406	79	SRX10348169	GSM5172893
ECWT1.2_rep1	ECWT1_5	3,097,616	79	SRX10348170	GSM5172894
ECWT1.2_rep2	ECWT1_6	3,065,011	79	SRX10348171	GSM5172895
ECWT1.2_rep3	ECWT1_7	3,000,499	79	SRX10348172	GSM5172896
ECWT1.2_rep4	ECWT1_8	3,026,276	79	SRX10348173	GSM5172897
ECMS2.1_rep1	ECMS2_1	2,543,159	82	SRX10348174	GSM5172898
ECMS2.1_rep2	ECMS2_2	2,507,462	82	SRX10348175	GSM5172899
ECMS2.1_rep3	ECMS2_3	2,419,332	82	SRX10348176	GSM5172900
ECMS2.1_rep4	ECMS2_4	2,438,239	82	SRX10348177	GSM5172901
ECMS2.2_rep1	ECMS2_5	3,501,908	83	SRX10348178	GSM5172902
ECMS2.2_rep2	ECMS2_6	3,464,396	84	SRX10348179	GSM5172903
ECMS2.2_rep3	ECMS2_7	3,398,574	83	SRX10348180	GSM5172904
ECMS2.2_rep4	ECMS2_8	3,417,567	85	SRX10348181	GSM5172905

a E. coli BW25113 wild-type samples are denoted ECWT1, and its *slyA* mutant samples are denoted ECMS2. The total number of reads for each of the samples are as follows: ECWT1.1, 11,395,529; ECWT1.2, 12,189,402; ECMS2.1, 9,908,192; and ECMS2.2, 13,782,445.

b Percentage of reads mapped to the reference genome (E. coli BW25113; GenBank accession number CP009273.1).

c The GEO accession number of the transcriptome series is GSE168963, and the SRA BioProject number is PRJNA714667. The GEO title of the project is “Transcriptome RNA Sequencing Data Set of Differential Gene Expression in Escherichia coli BW25113 SlyA Wild Type and Mutant Strains.”

### Data availability.

The transcriptomics data have been deposited in NCBI, and their SRA and GEO accession numbers are provided in Table 1.

How the deposited data were processed for this re-analysis (not part of the article)

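RNA from 2 wild-type and 2 *slyA* mutant cultures of E. coli BW25113 was sequenced by Applied Biological Materials, with 4 files for each culture. The authors removed adapters with Trimmomatic, mapped the 75-bp paired-end reads with STAR at default parameters, and deposited whole-number counts per feature without normalization. The paper gives default parameters for all software. Its text does not name the counting program, its version or the annotation. Sample conditions were taken from Table 1 and the sample labels. The paper's duplicate biological replicates were taken to be the 2 cultures of each genotype, and the 4 repeats of Table 1 to be files of 1 culture.

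The 5 lines that name no feature were left out of library sizes and tests. Reads aligned to more than 1 place were 79.8% of the counted reads in the wild type and 99.9998% in the mutant, and reads on no feature were 20.2% and 0.000105%. A total of 1237 wild-type and 21 mutant counts remained on the features. The MG1655 gene table (assembly ASM584v2) holds 4651 genes, of which 4290 are protein-coding, so most genes had no line of their own among the 121 features.

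Counts were summed per culture and tested with edgeR 4.0.16 in R 4.3.3 (TMM normalization, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjusted p-value under 0.05). The alternative test was DESeq2 1.42.0. Shares were compared with exact two-sided permutation tests in scipy 1.17.1, and intervals are Wilson 95% intervals. Chi-square tests used features with an expected count of at least 5 in every file. A count of 0 was taken to allow up to 3 counts. The alternatives covered the test, the library size, the filter, the threshold, the replicate unit, the culture number as a block, and each culture left out in turn. They were listed before the data were examined, except the Table 1 library size with no filter.

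The edgeR step was tested on simulated counts, with 30 of 121 features changed 8-fold, as many up as down, in 50 simulations. A first simulation with 16-fold increases alone was replaced by this one after its unchanged features had been seen to be called. At 30000 counts per culture, 99.9% of the tested changed features and 56 of 4216 unchanged features were called. With increases alone, 159 of 4055 unchanged features were called at 8-fold and 158 of 4043 at 16-fold, against 56 of 4102 with balanced 16-fold changes. With the wild-type totals in all 4 cultures, 615 features were tested, of which 334 were changed. Of the changed features 82.0% were called, and 88 of the unchanged features were called as well. At the deposited totals, 280 features were tested, and 11 unchanged features were called beside 3 of the 59 changed ones. With nothing changed, 3 of 285 tests passed.

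The features to be named were set as the genes the paper names, the neighbours of *slyA*, the 5 features with the highest mean count, and up to 5 features in each direction with the largest fold changes among those that passed without overlap between genotypes. This gave no gene by name and 6 features by tag, the same 6 that passed. Since the tags were not paired with gene names, few of them are printed. The 1 that was higher and 2 that were lower are given, and the other 3, all lower, are not. Gene coordinates were not used.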

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

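All tests in this part were chosen after the results were seen. Reads aligned to more than 1 place, which the paper does not discuss, made up 99.9998% of the counted reads in the *slyA* mutant and 79.8% in the wild type. The lines other than this one held 39 reads in the mutant cultures together. More RNA from repeated genes in the mutant, through biology or through weaker rRNA depletion, would have raised this line by about the 18.6 percentage points of the Table 1 reads lost from the line for no feature. The line instead changed by -1.97 percentage points, which argues against this as the whole cause if the line counts the same thing in both genotypes. Whether it counts reads or alignments is not known, and all lines came to 117% of the mapped reads of Table 1 in the wild type and 86.2% in the mutant. A setting that reported every aligned mutant read as aligned to more than 1 place would also have raised the line, but such a setting could have changed what the line counts as well, so it cannot be told apart from a loss of reads. Mutant reads that failed to align would have lowered the mapping percentage of Table 1, which was 3.87 percentage points higher in the mutant. It also stays open that uniquely aligned mutant reads may be missing from the alignments that were counted. The mutant lines summed to 71.5% of the Table 1 reads, near the 73.4% that reads aligned to more than 1 place made up in the wild type, a comparison that rests on the same counting in both. Every mutant file shows the pattern and no wild-type file does, so a step that differed between the files of the 2 genotypes is confounded with genotype. A biological explanation for the missing unique reads was not tested further.

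In the first mutant culture, 1 of the 4 files lay apart from the others in its share of reads on no feature. Its gap to the nearest file was 0.866 of the range, above Dixon's 95% critical value. The file held 1 such read and the others 2 each, so the gap is a difference of 1 read. It was 1 of 16 comparisons of this kind, and chance gives 0.8. No biological explanation was tested.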

How the results depend on the processing

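The number of features past the threshold was 6 of 8 with edgeR. It was also 6 of 8 with DESeq2 and at an adjusted p-value under 0.01. The DESeq2 size factors were 2.09 and 2.69 in the wild type and 0.597 and 0.298 in the mutant. They stand in the proportion of the counts of a single feature, 7, 9, 2 and 1, so DESeq2 gives little separate support. With either Table 1 library size, BW25113_RS19520 was not among the tested features. The number there was 6 of 6, 0 higher and 6 lower, with 5 shared with the edgeR set. With no filter beyond 1 count it was 0 of 98, with 11 at an unadjusted p-value under 0.05; more features with few counts entered the adjustment and the fit, and the cause was not tested further. With the Table 1 library size and no filter, an alternative chosen after seeing the data, it was 46 of 98, all lower in the mutant. There the log2 fold change of BW25113_RS19520 changed sign, at -0.41 against 2.69. Per read of Table 1, the mutant cultures lay on both sides of the wild type for BW25113_RS19520. Over the alternatives, the adjusted p-value ranged from 0.000556 to 0.533 for this feature, from 1.92e-07 to 0.657 for BW25113_RS01025 and from 3.97e-08 to 0.291 for BW25113_RS10320. Under that scaling the few mutant feature counts are set against all reads of a culture. Of the 3 features given by tag, 0 passed with no filter beyond 1 count.

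With the culture number as a block, 2 of 8 features passed. The adjusted p-value was 0.00116 for BW25113_RS19520, 0.657 for BW25113_RS01025 and 0.291 for BW25113_RS10320. The paper and the labels do not state that the numbers mark a shared batch. The deviations of same-numbered cultures correlated at 0.179 across the 8 tested features, which are too few to show whether the numbers pair the cultures.

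The difference in features per 1000000 counted reads was 55.6, and from 55.2 to 56.1 across the 4 comparisons that each left out one culture. With each of the 16 files as its own value it was 55.6 with p = 0.000155 (exact permutation test), but the files of a culture are not independent. With annotated features alone, the sums were 0.00524% of the Table 1 reads in the wild type and 9.32e-05% in the mutant, by construction. The chi-square p-values for the 4 files within each wild-type culture were 0.453 and 0.310 with further lines included, over 9 lines in each culture. The lines for low alignment quality and for reads not aligned held no reads and could not enter this test.

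Some alternatives gave no value. A minimum of 10 counts in every culture left 0 features, and both the 16 separate files and the first file of each culture left 1. The files give no gene type by which to leave out rRNA genes. An expected count of at least 20 left 1 feature per wild-type culture. With a culture left out, 1 genotype has a single culture, so no calls were counted. Depth is among the limits, with 21 mutant counts over all features.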

Differences from the paper's values

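The read sums per culture lay between 70.2% and 92.3% of the read numbers of Table 1, which was not counted as a difference. The paper gives no count of changed genes for this data set, and states that its analysis supports an earlier microarray report on a similar strain, in which no significant differences in transcript abundance were found. Here, 6 of the 8 features tested with edgeR had an adjusted p-value under 0.05. By tag order, 104 of the 121 listed features lie at tRNA or rRNA positions, and the mutant held 21 feature counts in all. These calls therefore cannot be read for or against the paper's statement. Among the alternatives set before the data were examined, the one with no filter beyond 1 count gave 0 of 98 features, with 11 at an unadjusted p-value under 0.05. The replicate block gave 2 of 8. DESeq2, whose size factors followed the counts of a single feature, and the stricter threshold each gave 6 of 8. Both Table 1 library sizes gave 6 of 6 tested features, 0 higher and 6 lower, with 5 shared with the edgeR set. BW25113_RS19520 was not among the features tested there. The Table 1 library size with no filter, chosen after seeing the values, gave 46 of 98.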

Other observations

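The tests in this part were chosen after the results were seen. In 100 draws of an unchanged mutant from the wild-type feature profile at the mutant totals, 0 gave as many as 6 calls and 4 gave any call, which argues against the sampling of few mutant counts as the whole cause of the 6 calls. Whether the higher level of BW25113_RS19520 in the mutant comes from scaling to the few counts left on features was not decided. Its log2 fold change was -0.41 with the Table 1 read totals as library size and no filter, but that setting lowers every feature of the mutant alike. The feature held 12 of 1237 wild-type and 9 of 21 mutant feature counts (Fisher's exact test, p = 3.68e-12, which compares these libraries and not the genotypes).

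A hypothesis for the 121 features is that the list is made mostly of tRNA and rRNA genes. The locus tags fall into runs of consecutive tags, and 42 of the first 43 runs had the length of the run of tRNA and rRNA genes at the same place in the MG1655 gene order (assembly ASM584v2). In 100000 random orders the most matches were 27 and the median was 14 (permutation p = 1e-05, the smallest they can give). This is consistent with a count made on a subset of annotated genes, which may be why 18.6% of the wild-type reads in Table 1 lay on no feature; that link was not tested. No single feature is given a gene name by this match.

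By the same match, 22 of 104 features lie at rRNA positions. All 7 features with a mutant count lie there, against 19 of the 87 matched features with a wild-type count (exact hypergeometric test, p = 8.62e-06), which argues against chance placement of the mutant counts. In the wild type, 607 of the 1237 feature counts, or 49.1%, lie at rRNA positions. The mutant counts are not a smaller sample of these. BW25113_RS01025, at an rRNA position by this match, held 271 of the 607 wild-type counts there and 0 of the 21 mutant counts (Fisher's exact test, p = 5.86e-06, which compares these libraries and not the genotypes). These tests did not separate biology from a technical loss of unique reads, since both are confounded with genotype. The mutant cultures held 7 and 11 reads on no feature, against 2109451 and 2278439 in the wild type. The mapping percentage was 82.9 in the mutant and 79.0 in the wild type. RNA shifted to repeated genes would have raised the line for more than 1 place, which changed by -1.97 percentage points. If that line counts the same thing in both genotypes, this argues against such a shift as the whole cause.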
